A study of Mus musculus with 6 samples. Its data were reported in "MGAT1 and Complex N-Glycans Regulate ERK Signaling During Spermatogenesis" (2018).

How the data were processed

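Germ cells were isolated from the testes of 6 individual mice of the FVB background, 22 days post-partum (dpp), by enzymatic digestion. The animals fell into a group of 3 controls carrying floxed *Mgat1* alleles without Cre and a group of 3 conditional mutants (*Mgat1* cKO), in which Stra8-iCre deletes *Mgat1* in spermatogonia. *Mgat1* encodes GlcNAcT-I, the enzyme that starts the synthesis of complex N-glycans. RNA from each mouse was hybridized to its own Affymetrix mouse gene array, so n is the number of mice. Groups and replicate numbers were taken from the sample labels. Litter is not given in the sources used here, so litter and genotype cannot be told apart.

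The authors processed the scanner files in Affymetrix Expression Console with RMA, which corrects background, brings the arrays to one distribution and summarizes probes. The deposited values are log2 RMA signals, 1 for each of 269751 probe sets on each of 6 arrays. They ranged from 2.11 to 14.33, with array medians of 7.35, 7.38 and 7.36 in controls and 7.31, 7.32 and 7.31 in the cKO. Versions, annotation and genome build are not given in the sources used here. RMA compresses folds at low signal, and bringing arrays to one distribution hides any change in total mRNA. The precision is limited by 3 arrays per group, and no background level accompanies the values.

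Probe sets were named through a probe table that pairs them with gene symbols. Of the probe sets, 233753 (86.7%) had 1 gene symbol, 5106 had several and 30892 had none. The value of a gene on an array was the mean of its probe sets with 1 symbol, which gave 23152 genes with a median of 8 probe sets each, 2319 of them with 1 probe set. Symbols were kept as the table gives them: 20875 were current in a mouse gene table, 2274 were older synonyms and 3 were not found. The order of genes along the chromosomes, used only in the test of neighboring genes, came from that table (assembly GRCm38.p6), which placed 23075 of the genes, and no coordinates are given.

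Mutant and control were compared with limma 3.58.1 (lmFit and eBayes, 2-sided) in R 4.3.3, without covariates, a filter on signal or further normalization. The p-values were adjusted by the Benjamini-Hochberg method over all genes, and a gene was called raised or lowered at an adjusted p under 0.05. Fold changes are differences of group means on the log2 scale. Across genes the median standard error of the log2 fold change was 0.11. In 24 gene lists, members were counted per direction, and each list was tested against all other genes with camera at a preset inter-gene correlation of 0.01, adjusted over the lists. Camera with an estimated correlation and fry, a rotation test of whether members move one way on balance, were alternatives. Of 671 list genes 644 were measured, 21 of them found under an alias or synonym. The lists held germ cell stages, spermiogenesis, ERK signaling, N-glycan synthesis, junctions, mRNA processing, DNA replication, interferon response, other testis cell types, red blood cells and housekeeping genes, together with 2 lists of genes the study picked on these arrays as raised or lowered. Differing behavior of the probe sets of a gene was tested with limma diffSplice, with the lowest 25% of probe sets left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

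Design, lists, the choice of named genes and all alternatives but 2 were fixed before the data were examined. The 2 added later left out genes of other cell types, and joined the methods' one-way test without adjustment to folds from group medians. Named genes were *Mgat1*; the 10 largest rises and 10 largest falls among called genes whose groups did not overlap, leaving out predicted genes, clones, small RNAs and receptor or segment families; genes named in the study's text; up to 4 members with the largest change in each list; and the study's markers of purity. Any list gene named beyond these was chosen after its values were seen.

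The steps were tested on simulated data. With 200 of 23152 genes changed, limma recovered 72% of those changed 1.5-fold and 100% of those changed 2-fold, 4-fold or 8-fold, and 10 of its 196 calls were false. With 1 probe set raised in each of 200 genes, diffSplice on 17661 genes found 186, and 27.3% of its calls were false. Camera called neither of 2 unchanged lists, while fry called 1 (adjusted p = 0.0438). Genes were drawn independently in the simulation, so it does not test list calls under the correlation of real lists. That correlation was estimated at 0.52 in both the round and the elongating spermatid list.

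The alternatives were a replicate block, each array left out in turn, median centring, a further quantile normalization, filters on dim probe sets, the median or the brightest probe set of a gene, probe sets tested singly, array weights, another variance model, the methods' one-way test with and without adjustment, folds from group medians, a 1.5-fold threshold and the other list tests. A change of background correction was not run because no scanner files were used here.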

Results

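Transcripts of testicular germ cells from 22 dpp mice were measured on 6 arrays, 3 from control and 3 from *Mgat1* cKO males. The correlation between arrays over all genes was 0.992 to 0.994 within a genotype and 0.950 to 0.970 between genotypes, and the first principal component, which separated the genotypes, held 77.9% of the variance. The comparison asked which genes differ in mutant germ cells before histological defects appear.

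The deleted gene itself did not pass the test. *Mgat1* signal was 6.91 ± 0.090 (log2, SD, n = 3) in control and 6.79 ± 0.093 in *Mgat1* cKO germ cells, a log2 fold change of -0.13 (adjusted p = 0.356). On the brightest probe set alone *Mgat1* had 0.01, and with the median of probe sets -0.03. The 95% interval of this gene mean, -0.34 to 0.09, allowed at most a 1.27-fold lower mean signal over its probe sets in the mutant. It sets no bound for single probe sets, of which the largest fall was -0.87 (mutant SD 1.24). Of the 12 *Mgat1* probe sets, 7 were lower in the mutant and 0 passed the test by limma (lowest adjusted p = 0.181), with 0 at an unadjusted p under 0.05. The position of these probe sets relative to the deleted segment is not known here, so their signal did not serve as a check of the genotype labels. The study reports a strong loss of *Mgat1* transcript by qRT-PCR and, by PCR of genomic DNA, deleted alleles alone in mutant germ cells, which were not analysed here.

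**Figure D1:**
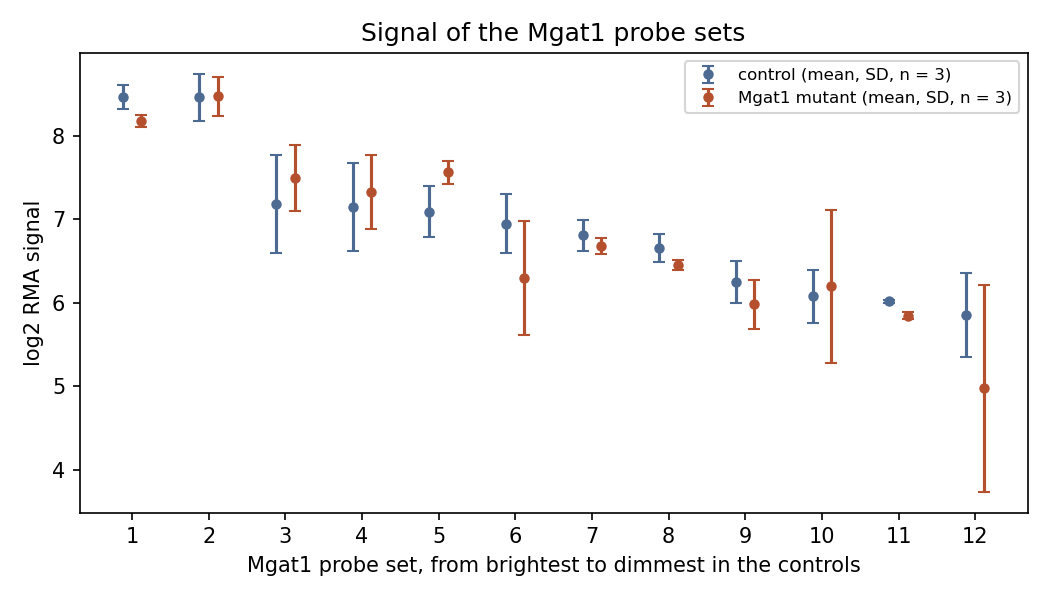
Mean log2 RMA signal of each of the 12 *Mgat1* probe sets (SD, n = 3) in control and *Mgat1* cKO germ cells, ordered from brightest to dimmest in controls. Differences between the groups run from -0.87 to 0.47, and 0 probe sets passed the test.

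Among the named genes *Tnp2* and *Tnp1* rose most. *Tnp2*, whose product is a transition protein that replaces histones, went from 6.59 ± 0.21 to 11.16 ± 0.23 (log2, SD, n = 3), a rise of 23.8-fold (adjusted p = 4.3e-07). *Tnp1*, the other transition protein gene, rose 14.96-fold (6.31 ± 0.096 to 10.22 ± 0.26), and the protamine gene *Prm1* rose 11.4-fold (6.55 ± 0.14 to 10.06 ± 0.13). The linker histone gene *H1fnt* rose 13.2-fold, and the spermatid maturation gene *Spem1* 12.8-fold. The remaining largest rises were those of *Klk1b7-ps* (14.7-fold), *Lelp1* (10.98-fold), the chaperone gene *Dnajb7* (10.1-fold), *Zfp458* (9.56-fold) and *Txndc2*, a thioredoxin of the sperm tail (9.51-fold).

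Among the falls, *Cd74*, the invariant chain of MHC class II, went from 10.43 ± 0.36 to 8.06 ± 0.52 (log2 fold change -2.37, adjusted p = 0.000126). The interferon-inducible gene *Mnda* had a log2 fold change of -3.25 on 1 probe set (7.51 ± 0.47 to 4.26 ± 0.88), and the protease inhibitor gene *Serpina3n* one of -2.62. *Sfi1*, whose product binds centrin, changed by -1.97, the Leydig cell enzyme gene *Hsd3b6* by -1.78 and the cytokine gene *Il1b* by -1.73. The zinc finger genes *Zfp932*, on 1 probe set, and *Zfp640* changed by -1.81 and -1.68. *Vipr2*, a receptor for vasoactive intestinal peptide, changed by -1.73 and the complement gene *C3* by -1.66, but on the brightest probe set alone these were 0.68 and 0.15. *Hsd3b6* lost its call without control replicate 2 (-1.52) and on its brightest probe set (-1.45), and kept it at -1.04 without cKO replicate 1.

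Of 23152 genes, 7343 (31.7%) changed, 3088 raised and 4255 lowered. Large changes were mostly rises: 968 genes rose and 113 fell at least 2-fold, and 248 rose and 4 fell at least 4-fold. The median log2 fold change was 0.63 among raised and -0.48 among lowered genes, and -0.02 over all genes. Predicted genes and clones made up 429 of the genes raised and 20 of those lowered at least 2-fold, and small RNA genes 0 and 21. At an unadjusted limma p under 0.05, 9837 genes differed. The groups did not overlap in 7261 of the changed genes, and in 46.7% of all genes against 10% by chance. With each array centred on its median, the raised share of calls went from 42.1% to 54.9% (3880 raised, 3190 lowered) and the median over all genes from -0.02 to 0.04. The lowered count was 2629 with the median of a gene's probe sets, 2194 with its brightest probe set and 2408 with the methods' one-way test after adjustment, and the count lowered at least 2-fold was 218, 308 and 64 in these settings.

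**Figure D2:**
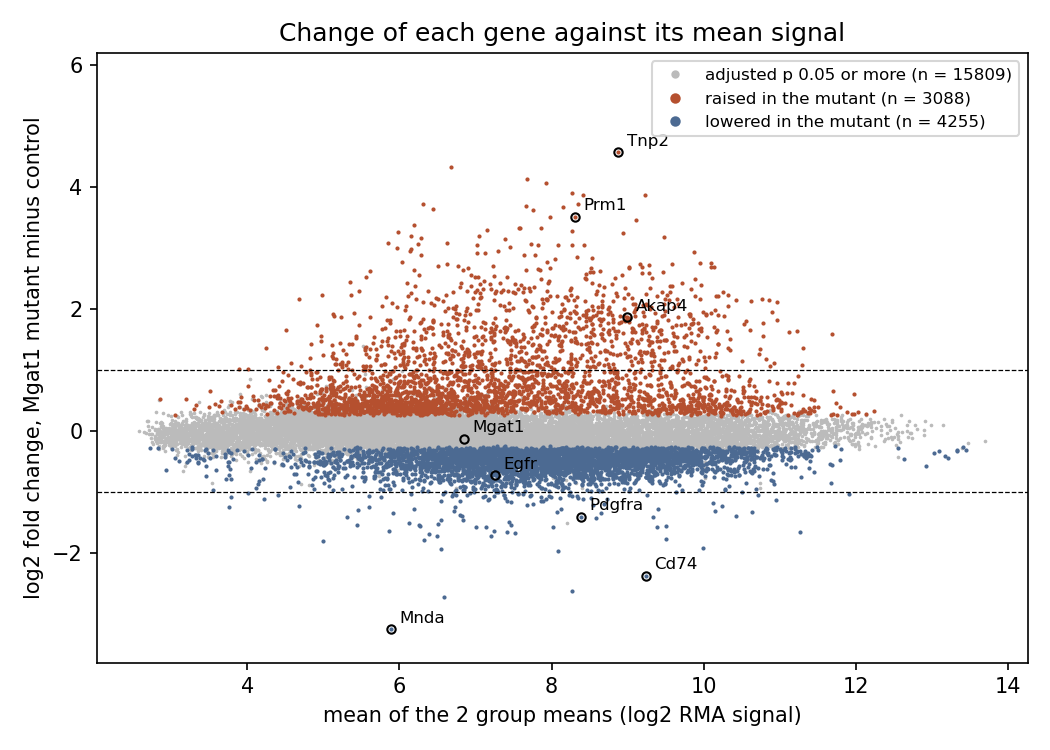
Log2 fold change of each gene (*Mgat1* cKO minus control) against its mean log2 RMA signal, 1 point per gene, with dashed lines at 2-fold. The 3088 raised genes reach higher folds than the 4255 lowered genes, and *Tnp2*, *Prm1*, *Akap4*, *Mgat1*, *Egfr*, *Pdgfra*, *Cd74* and *Mnda* are circled.

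Germ cell genes were then grouped by stage. Genes of elongating spermatids rose in all 27 measured members (list mean 7.34 ± 0.12 to 10.05 ± 0.17), with a median log2 fold change of 2.69. Besides the transition protein and protamine genes they include *Prm2* (2.76), the sperm head cytoskeleton gene *Ccin* (3.02) and *Spata3* (3.07). In round spermatids 28 of 33 members rose and 0 fell (list mean 8.66 ± 0.15 to 10.09 ± 0.077, median 1.70). The actin-capping gene *Capza3* (2.29), *Sun5*, which joins sperm head and tail (2.21), the calcium channel gene *Catsper3* (2.21) and the kinase gene *Tssk2* (2.17) led them, while *Acr* had 0.27 (adjusted p = 0.0547). Among the members that rose were 2 purity markers of the study, *Dbil5* (0.63) for round and *Acrv1* (1.80) for late spermatids. In the elongating and round lists 27 and 30 members rose adjusted over the list alone, and 14 of the round members also stand on other lists. Camera gave adjusted p = 5.84e-32 and 6.74e-24 for these lists, and adjusted p = 0.22 and 0.288 with an estimated correlation. The study had itself picked 13 of the elongating members on these arrays.

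Earlier stages showed no such rise. Among genes of early meiotic prophase 15 of 28 fell and 2 rose (median -0.41, camera adjusted p = 0.000148; adjusted p = 0.417 with an estimated correlation). The synaptonemal complex genes *Tex12* (-0.98), *Sycp1* (-0.96) and *Sycp3* (-0.65) fell, as did the clone *6030422M02Rik* (-1.001), whereas *Rec8*, a meiotic cohesin, rose by 1.34 and *Syce2* by 0.51. Pachytene genes went both ways, 7 raised and 5 lowered of 26 (median -0.06, mean 0.07, camera adjusted p = 0.76), and with arrays centred the median turned positive. *Calr3*, a chaperone of sperm proteins (1.71), and the cell cycle genes *Ccna1* (0.62), *Pttg1* (0.62) and *Cdc25c* (0.56) rose, and *Mybl1* (-0.54) and *Piwil1* (-0.54) fell. Of 29 spermatogonial genes 0 rose and 5 fell (median -0.13, camera adjusted p = 0.628), and the median was -0.0037 without control replicate 2 and -0.25 with the dimmer 50% of probe sets left out. *Taf4b* (-0.56), *Etv5* (-0.55) and the receptor gene *Kit* (-0.52, but 0.03 on its brightest probe set) fell, and *Stra8* had -0.52 (adjusted p = 0.0694), but passed without control replicate 1 (-0.65). Without control replicate 2 *Stra8* had -0.28 and *Kit* -0.33. *Kit* lost its call without cKO replicate 1 (-0.51), 2 (-0.51) or 3 (-0.54), and *Etv5* on its brightest probe set (-0.17). Counts adjusted over the list alone were 2 raised and 17 lowered in the meiotic list, 7 and 6 in the pachytene list, and 0 and 5 in the spermatogonial list. The median of the elongating list exceeded that of the spermatogonial list by 2.82, and by 2.26 without genes the study picked.

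**Figure D3:**
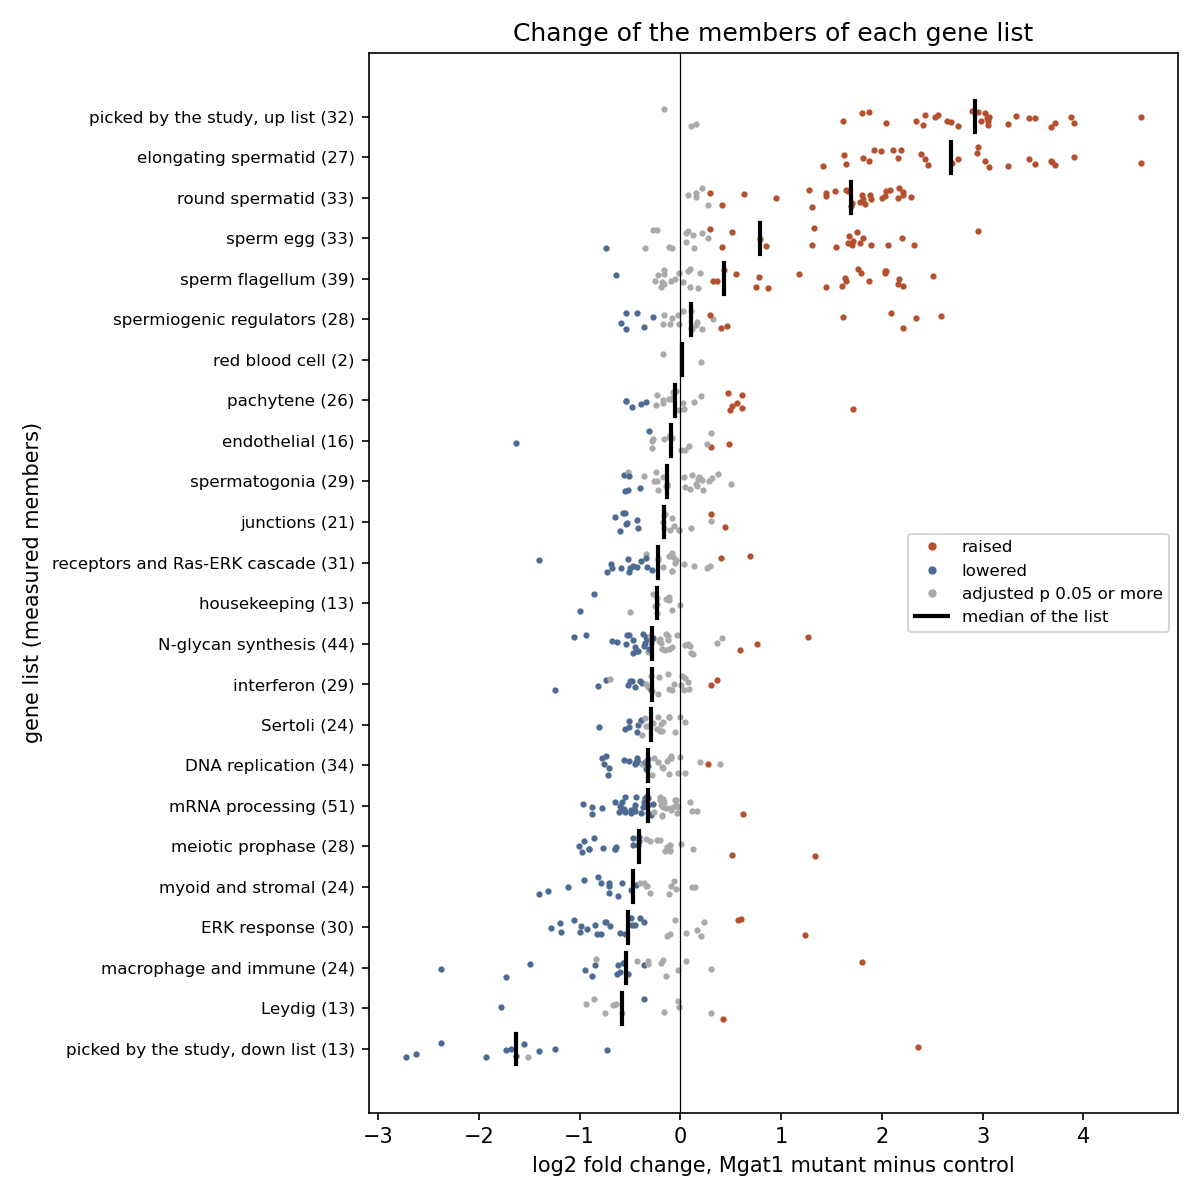
Log2 fold change (*Mgat1* cKO minus control) of each measured member of the 24 gene lists, with list medians as black bars and the number measured in brackets. Round and elongating spermatid genes lie at medians of 1.70 and 2.69, and the pachytene median of -0.06 turns positive when arrays are centred on their medians.

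Genes of the sperm tail and of sperm-egg recognition rose with the spermatid genes. Of 39 flagellar genes 22 rose and 1 fell (median 0.44, camera adjusted p = 8.7e-09; adjusted p = 0.381 with an estimated correlation). The fibrous sheath genes *Fscb* (2.50), *Ropn1* (2.17), *Akap3* (2.04) and *Akap4* (1.87) and the sperm glycolytic gene *Gapdhs* (2.16) were among them, and *Catsperg1* fell by 0.64. Of 33 sperm-egg genes 20 rose and 1 fell (median 0.79, camera adjusted p = 3.63e-10; adjusted p = 0.371 with an estimated correlation). They were led by the protease family genes *Prss37* (2.95) and *Prss55* (2.32), the hyaluronidase gene *Hyal5* (2.20) and *Adam1a* (2.06), and *Tex101* fell by 0.73. Adjusted over the list alone, 22 rose and 1 fell in the flagellar list, and 21 and 4 in the sperm-egg list. The rise is in part that of the same genes, since 7 flagellar and 13 sperm-egg members also stand on other lists, *Gapdhs* and *Prss37* among them.

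Regulators of spermiogenesis were divided, 8 raised and 6 lowered of 28, the same adjusted over the list alone (median 0.10, camera adjusted p = 0.0689). *Fhl5*, a co-activator of CREM (2.59), *Hsfy2* (2.33), *Spz1* (2.21), *Zfy2* (2.09) and the kinase gene *Camk4* (1.61) rose. *Crem* itself had 0.16 (adjusted p = 0.236), the RNA-binding gene *Ybx2* -0.17 (adjusted p = 0.188) and the adhesion gene *Cadm1* 0.10 (adjusted p = 0.52). The testis poly(A) polymerase gene *Papolb* rose by 0.46, and *Taf7l*, a subunit of the basal transcription machinery, fell by 0.36 (adjusted p = 0.0339). *Figla* had 0.05 (adjusted p = 0.738). *Taf7l* lost its call without control replicate 2 (-0.30) or 3 (-0.35) and without cKO replicate 2 (-0.31) or 3 (-0.32), and *Crem* passed with the dimmer 50% of probe sets left out (0.35). Without control replicate 2 *Crem* had 0.10 and *Figla* -0.03, and *Cadm1* had 0.01 without cKO replicate 1 and 0.16 without control replicate 3. The list passed with fry (adjusted p = 0.00284), with the brightest probe set (median 0.05) and without control replicate 3 (median 0.14).

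Most ERK response genes, and 14 of 31 genes of receptors and the Ras-ERK cascade, fell in *Mgat1* cKO germ cells. The receptor gene *Pdgfra* went from 9.08 ± 0.25 to 7.68 ± 0.42 (log2 fold change -1.41, n = 3, adjusted p = 0.000851), and *Egfr* from 7.62 ± 0.21 to 6.89 ± 0.33 (-0.73, adjusted p = 0.0109). The exchange factor gene *Sos2* (-0.68) fell too, and 2 cascade genes rose, *Rps6ka1* (0.69) and *Braf* (0.40); *Mapk3*, which encodes ERK1, had 0.26 (adjusted p = 0.0572). Of 30 ERK response genes 20 fell, including the immediate early genes *Egr1* (-1.28), *Fosb* (-1.18) and *Fos* (-1.05) and the mRNA decay gene *Zfp36* (-1.19). The phosphatase gene *Dusp4* (1.24), *Klf4* (0.60) and *Egr3* (0.57) rose. The medians were -0.22 for the cascade (camera adjusted p = 0.0104) and -0.52 for response genes (camera adjusted p = 0.000429), with adjusted p = 0.401 and 0.433 with an estimated correlation. In the cascade 3 rose and 14 fell adjusted over the list alone, and among response genes 3 and 20. Markers of stromal cells and macrophages were lower in the same arrays, at medians of -0.47 and -0.54. The cascade median was close to that of housekeeping genes (-0.23), of which 2 of 13 fell. Genes of mRNA processing and of DNA replication had lower medians (both -0.32). A median of this size was thus not particular to the cascade. The cascade was still lower than genes at large, of which 4255 of 23152 fell, with a median of -0.02. The cascade lost its call with the dimmer 50% of probe sets left out (-0.26) and on the brightest probe set (-0.20). *Egfr* did so on its brightest probe set (-0.97), and *Mapk3* passed without control replicate 3 (0.32).

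Markers of other testis cells differed by cell type. Of 24 peritubular and stromal genes 13 fell and 0 rose (median -0.47, camera adjusted p = 0.000115; adjusted p = 0.433 with an estimated correlation). The receptor gene *Pdgfra* (-1.41) fell most, followed by the matrix genes *Dcn* (-1.32) and *Col3a1* (-1.12) and the transcription factor gene *Tcf21* (-0.96). The smooth muscle genes *Acta2* (0.12), *Cnn1* (0.15) and *Myh11* (-0.06) did not pass. Of the stromal members 2 also stand on other lists and 1 was picked by the study. Of 24 macrophage and immune genes 13 fell, among them *Cd74*, *Il1b* and the protease gene *Ctss* (-1.50), and *Aif1*, which encodes an actin-binding protein of macrophages, rose by 1.80 (median -0.54, camera adjusted p = 0.00114; adjusted p = 0.487 with an estimated correlation; fry adjusted p = 0.0947). Of 24 Sertoli cell genes 7 fell and 0 rose (median -0.30, camera adjusted p = 0.00114; adjusted p = 0.433 with an estimated correlation), led by the transferrin gene *Trf* (-0.81), *Cldn11* (-0.55), the FSH receptor gene *Fshr* (-0.51) and *Inha* (-0.50). The markers *Rhox5* (-0.23, adjusted p = 0.132) and *Sox9* (-0.34, adjusted p = 0.127) did not pass, though *Sox9* did without cKO replicate 1 (-0.53), and had -0.20 without cKO replicate 3. *Cldn11* and *Fshr* lost their calls without control replicate 2 (-0.53 and -0.45) or 3 (-0.50 and -0.44) and without cKO replicate 2 (-0.49 and -0.45) or 3 (-0.43 and -0.46). Adjusted over the list alone, 14 fell in the stromal list, 13 fell and 2 rose in the macrophage list, and 10 fell in the Sertoli list.

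Leydig cell genes varied widely between mice. Of 13 measured, *Hsd3b6* and *Fdx1* fell and *Insl3* rose by 0.43, with 0 past the test adjusted over the list alone (median -0.58, camera adjusted p = 0.203). The steroidogenic genes *Cyp17a1* (-0.93, adjusted p = 0.192), *Star* (-0.86, adjusted p = 0.0606) and *Cyp11a1* (-0.75, adjusted p = 0.208) did not pass. Relative to the control mean, the list lay at -1.15, 0.00 and -0.24 on the 3 cKO arrays and at -0.14, 0.38 and -0.23 on control arrays, and it passed without cKO replicate 2 (median -0.73), as did *Cyp17a1* (-1.44) and *Star* (-1.25). Without cKO replicate 1, the array with the deepest fall, the median was -0.20, with *Cyp17a1* at -0.23, *Star* at -0.56 and *Cyp11a1* at -0.20, and without control replicate 2 the median was -0.36, with *Cyp11a1* at -0.45. Of 16 endothelial genes 2 rose, *Sox17* (0.49) and *Vwf* (0.30), and 2 fell, the growth factor gene *Figf* (-1.63) and *Sox18* (-0.31), and *Tie1* had 0.31 (adjusted p = 0.0684; median -0.09, camera adjusted p = 0.947); 1 rose and 1 fell adjusted over the list alone. *Sox18* kept its call without control replicate 1 but lost it without any other array (-0.23 to -0.34), *Sox17* lost its call on its brightest probe set (0.11), and *Tie1* passed without cKO replicate 3 (0.39). Without control replicate 2 the endothelial median was 0.03. The 2 red blood cell genes measured, *Slc4a1* (0.20) and *Alas2* (-0.17), did not pass over all genes or adjusted over the list alone (median 0.02, camera adjusted p = 0.81), but *Alas2* passed without control replicate 1 (-0.56) and turned positive without control replicate 3 (0.05) or cKO replicate 1 (0.02), and *Slc4a1* had 0.34 without control replicate 1, where the list median was -0.11, and 0.02 without control replicate 2.

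**Figure D4:**
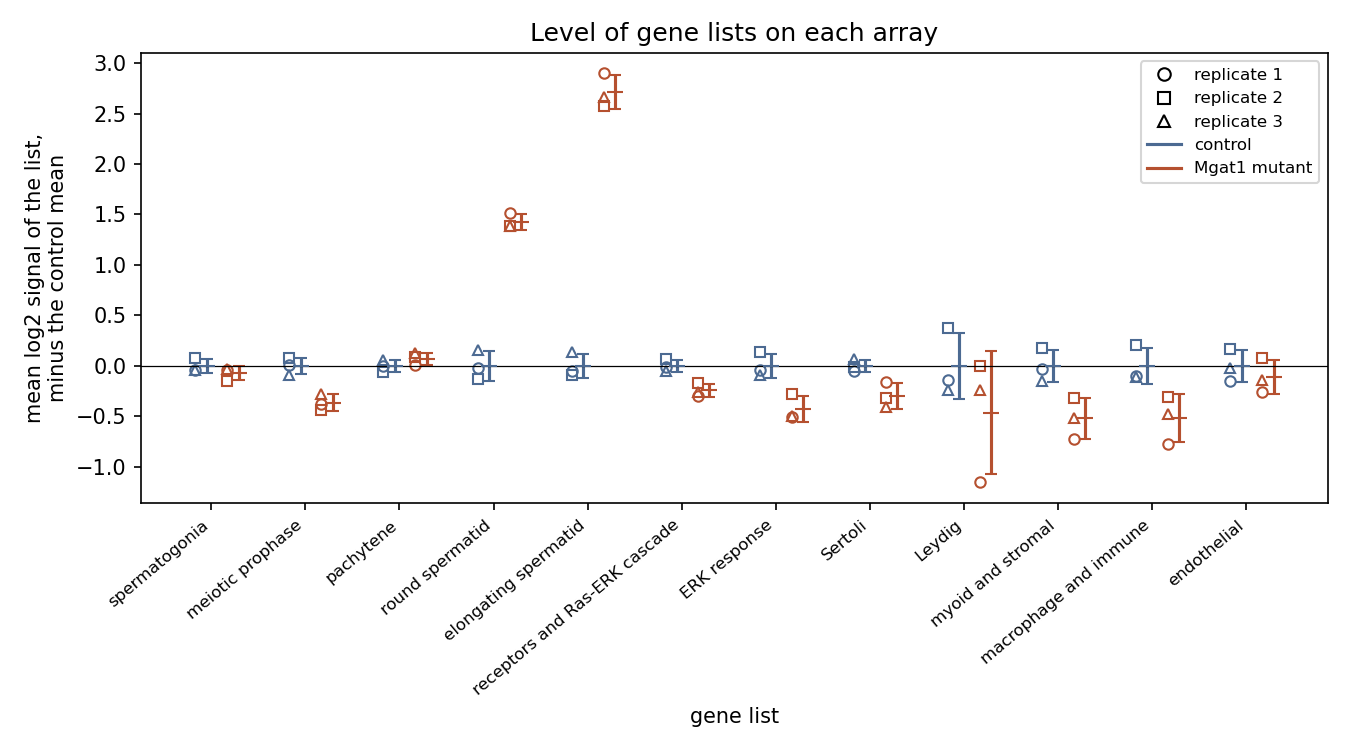
Mean log2 signal of 12 gene lists on each array, relative to the control mean of the list, with replicates as symbols and bars for mean and SD (n = 3). Elongating spermatid genes lie at 2.57 to 2.90 on the cKO arrays, and Leydig genes spread from -1.15 to 0.00.

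Genes of N-glycan synthesis, the pathway in which MGAT1 acts, fell in 19 and rose in 3 of 44 members (median -0.28, camera adjusted p = 0.00197; adjusted p = 0.371 with an estimated correlation). *Man2a2*, the mannosidase gene that acts after MGAT1, fell by 1.05 and the glucosyltransferase gene *Alg6* by 0.94. *Dad1*, a subunit of oligosaccharyltransferase, rose by 1.27 and the mannosyltransferase gene *Alg12* by 0.76. Of 21 junction genes 8 fell and 2 rose, the same adjusted over the list alone (median -0.16, camera adjusted p = 0.0689). The integrin gene *Itgb1* (-0.65), *F11r* (-0.60), *Ctnnb1* (-0.57), *Cldn11* (-0.55) and *Gja1*, which encodes connexin 43 (-0.52), fell, while *Bsg*, the gene of basigin, had -0.01 (adjusted p = 0.94; 0.02 without control replicate 3). Sertoli cell genes, which include *Cldn11*, had a median of -0.30 on the same arrays. In the N-glycan list 4 rose and 21 fell adjusted over the list alone. The junction list passed with fry (adjusted p = 0.0197), without control replicate 1 (median -0.22) and without cKO replicate 1 (median -0.14), and *Gja1* lost its call without cKO replicate 3 (-0.44).

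Genes of mRNA processing fell in 29 and rose in 1 of 51 members (median -0.32, camera adjusted p = 2.9e-07; adjusted p = 0.401 with an estimated correlation). The splicing factor genes *U2af2* (-0.96), *Prpf39* (-0.88), *Srsf10* (-0.87) and *Srsf1* (-0.77) led them, and *Cstf2*, a cleavage factor gene, rose by 0.63. DNA replication genes fell in 16 and rose in 1 of 34 (median -0.32, camera adjusted p = 0.000333; adjusted p = 0.417 with an estimated correlation). *Ccne2* (-0.78), *Mki67* (-0.75), the polymerase gene *Pole* (-0.71) and *Pcna* (-0.42) fell; so did the helicase gene *Mcm4* (-0.74), but its brightest probe set had 0.59, and *Pole* lost its call on its own (-0.23). Adjusted over the list alone, 1 rose and 30 fell in the processing list, and 2 and 19 in the replication list.

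Interferon response genes fell in 10 and rose in 2 of 29, the same adjusted over the list alone (median -0.28, camera adjusted p = 0.0168; adjusted p = 0.487 with an estimated correlation). *Ifi204* (-1.24, adjusted p = 0.0424, with overlapping groups), *Gbp2* (-0.82) and *Ifi205* (-0.73) fell, *Ifi203* had -0.70 (adjusted p = 0.0673), and the macrophage list lay at -0.54 on the same arrays. This call ended without control replicate 2 (median -0.17), without cKO replicate 3 (median -0.21), with the dimmest 25% or 50% of probe sets left out (-0.24 and -0.22), on the brightest probe set (0.01) and with fry (adjusted p = 0.0714). *Ifi204* kept its call without control replicate 1 and lost it without any other array (-0.75 to -1.40), *Ifi205* lost its call without control replicate 2 (-0.68) and cKO replicate 1 (-0.60) or 3 (-0.63), and *Ifi203* passed without control replicate 3 (-1.02) or cKO replicate 1 (-0.90). Of 13 housekeeping genes *Hprt* (-0.99) and *Tfrc* (-0.85) fell and 0 rose, the same adjusted over the list alone (median -0.23, camera adjusted p = 0.00661; adjusted p = 0.433 with an estimated correlation). *B2m* (-0.50, adjusted p = 0.0555) and *Sdha* (-0.28, adjusted p = 0.0753) did not pass, though *B2m* did without control replicate 3 (-0.65) or cKO replicate 2 (-0.61), and the list lost its call on the brightest probe set (-0.25).

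The lists the study picked on these arrays are not independent evidence of direction. Of 32 genes it picked as raised 29 rose and 0 fell (median 2.92, camera adjusted p = 5.84e-32), among them *Akap1* (1.81) and *Spert* (2.69), and *Crem*, *Ybx2* and *Cadm1* did not pass. Of 13 genes in the lowered list 11 fell, among them *Olfr1188* (-2.72, on 1 probe set), and *Gfra2*, a receptor gene of the GDNF family placed there from a primer list that gives no direction, rose by 2.36 (median -1.63, camera adjusted p = 2.76e-05). Both had adjusted p = 0.22 with an estimated correlation. Adjusted over the list alone, 29 rose in the raised list, and 12 fell and 1 rose in the lowered list. Leaving out these lists, 15 of 22 passed, 4 up and 11 down. Of all 24 lists 17 passed, 17 passed with fry, and 0 passed camera with an estimated correlation, where 4 had an unadjusted p under 0.05.

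Probe sets of the same gene moved apart in 5263 of 17667 genes tested by diffSplice (29.8%), and 2711 of these also changed as a whole. In *Cep290*, a gene of the ciliary base, probe sets ranged from -1.45 to 4.05 around a gene value of -0.09 (adjusted p = 2.36e-68). Those of the spindle checkpoint gene *Bub1* ranged from -0.79 to 4.67, and those of *Psme4*, a proteasome activator of spermatids, from -0.21 to 5.36. Those of *Ace*, which has a testis form with its own start, ranged from -0.95 to 2.48 (adjusted p = 8.73e-31). These 4 genes were chosen after their values were seen. Without control replicate 2, control replicate 3 or cKO replicate 1 the count was 2875, 3308 or 3285. In simulated data 27.3% of such calls were false, with 186 true calls and 70 false ones. Only 200 genes were altered there, so that share does not carry over to the 5263.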

Values the study reported

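At 22 dpp the study counted 1,643 genes that differed at least 2-fold between mutant and control germ cells, 1,400 of them higher and 243 lower in the mutant.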

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

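The test of probe sets outside the gene comparison was chosen after the main results were seen, and the counts over other splits of the arrays were set down before. Probe sets left out of the gene comparison also carried a signal: 2776 of 30892 probe sets with no gene symbol changed (8.99%; 1559 raised, 1217 lowered), tested with limma on all 6 arrays. Among 5106 probe sets with several symbols 1194 changed (23.4%; 794 raised, 400 lowered). At least 2-fold, 1199 rose and 683 fell without a symbol, and 536 rose and 135 fell with several.

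The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share of splits under 0.05. The real split gave 7343 changed genes and 1081 changed at least 2-fold, against a highest of 0 and 0 in the other splits, so 1 of 10 splits gave counts that large. It gave 5263 genes with differing probe set use against a highest of 22, again 1 of 10 splits. For gene lists, 2 of 10 splits reached the 17 lists past camera. They were the real one and the split of control 1, control 2 and cKO 2 against the rest, which also gave 17. Splits other than the real one gave 5 to 17 lists past camera, with 0 genes changed in each. The median of elongating spermatid genes reached at most 1.06 in size in the other splits, where the real split gave 2.69. In every other split both sides mix the genotypes, which shrinks the difference and adds it to the spread. Low gene counts and medians there follow from this, so they say little about chance.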

How the results depend on the processing

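The settings that left out genes of other cell types, and that joined the methods' one-way test without adjustment to folds from group medians, were chosen after seeing the data; they gave 7321 changed genes and 1089 changed at least 2-fold. Of 1833 values of named genes 1727 kept their side of the threshold, with direction compared only for genes called in the main setting. Uncalled genes such as *Mgat1* could change sign within the 1727. Of the other values 72 lost the call, 30 gained one and 4 reversed. The 4 reversals were all on the brightest probe set: *Vipr2* 0.68, *C3* 0.15, *Kit* 0.031 and *Mcm4* 0.59. The brightest probe set also gave 4509 changed genes, 2194 lowered and 308 lowered at least 2-fold. The median of probe sets gave 2629 lowered and 218 lowered at least 2-fold. Probe sets tested singly, which are more numerous, gave 20926 changed, 11647 raised and 9279 lowered, and at least 2-fold 13204, 9010 and 4194. The methods' one-way test gave 8678 changed unadjusted, and adjusted 4549 changed, 2408 lowered and 64 lowered at least 2-fold. At 1.5-fold, a looser threshold, 2851 changed, 1663 raised and 1188 lowered. With an estimated correlation 0 lists passed: adjusted p = 0.417 for early meiotic, 0.288 for round and 0.22 for elongating spermatid genes, 0.401 for the ERK cascade and 0.433 for ERK response genes. Apart from the 1.5-fold threshold and the larger number of single probe sets, the cause was not tested. The ERK cascade also lost its call with the lower 50% of probe sets left out (-0.26) and on the brightest probe set (-0.20). The difference between elongating and spermatogonial medians was 2.26 without genes the study picked. Signal over background could not be judged, and another background correction was not run (no scanner files).

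With 1 array left out in turn, changed genes numbered 5280 to 6848, raised 2369 to 3111, lowered 2911 to 3737, at least 2-fold 1012 to 1160, raised so 915 to 1024 and lowered so 85 to 158. List calls were 16 to 18, probe set use 2875 to 6504 (lowest without control 2, then 3285 without cKO 1 and 3308 without control 3), the stage difference 2.56 (without control 2) to 2.86, and *Mgat1* -0.17 to -0.077. Of the 7343 genes 5162 to 6125 kept their call, and 0 were called the other way.

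A replicate block gave 7030 changed genes, 1083 at least 2-fold, 17 lists and 4792 genes of differing probe set use. Same-numbered arrays correlated at 0.03, 0.10 and -0.06 in their deviations from the group means, so the numbers were not taken to pair the mice.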

Other observations

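The tests on gene families, on array scale, on spermatid stage and on stromal genes were chosen after the results were seen, while the stress gene and gene neighbor tests were set down before theirs were. Small nucleolar RNA genes, which guide the modification of ribosomal and spliceosomal RNA, were lower as a family: of 83 measured 53 fell and 1 rose (median -0.63, and -0.56 with arrays centred). *Snora75* (-1.93), *Snora20* (-1.80) and *Snora15* (-1.50) fell most. Camera gave adjusted p = 8.02e-13 over 18 families, and adjusted p = 0.442 with an estimated correlation. Among 500 microRNA genes 60 fell and 19 rose (camera adjusted p = 0.232).

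All 6 genes of the cysteine-rich perinuclear theca family rose (median 2.32, camera adjusted p = 2.12e-07), as did all 6 testis-specific serine kinase genes (median 1.55, adjusted p = 2.72e-07). Both had adjusted p = 0.349 with an estimated correlation and kept their direction with arrays centred (2.38 and 1.61). ADAM family genes rose in 11 and fell in 5 of 32 (median 0.11, adjusted p = 0.0109; adjusted p = 0.442 with an estimated correlation). Histone genes fell in 12 and rose in 3 of 30 (median -0.33, adjusted p = 0.0236; adjusted p = 0.675 with an estimated correlation). Zinc finger protein genes fell in 93 and rose in 28 of 341 (median -0.17, adjusted p = 0.0128; adjusted p = 0.349 with an estimated correlation).

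The count of genes changed at least 2-fold was 1081. That is lower than the value quoted from the study above. The count lowered at least 2-fold was 113. That is also lower than the value quoted from the study above. On the brightest probe set of each gene the counts were 1486 and 308, and the latter is higher than the value quoted. The units differ, since genes here are means of probe sets tested with limma and the study used gene-level summaries of another program with its own test.

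Spermatid genes were higher on every cKO array. A shift of whole arrays would move early meiotic genes alike. On the same arrays they lay below round spermatid genes, the nearer of the spermatid lists, by 2.11 in median. That argues against such a shift but does not test a change of scale that depends on signal. The median of all genes does not test a shift, since RMA brings the arrays to nearly one distribution. The elongating list exceeded the round list by 0.99 in median, although without genes the study picked the medians were closer, 2.13 and 1.70. A larger share of spermatids, or spermatids further along, in the mutant mice taken and an effect of *Mgat1* loss on these genes within spermatids both predict this step, which had been seen before the test was chosen, so they cannot be told apart and both stay open. The study's histology bears on the share of spermatids. At the age of these arrays it saw round spermatids in either genotype and no apparent difference. At the youngest age at which it counted elongated spermatids, slightly older than these mice, it found none in either genotype. At later ages it counted fewer of them in mutants. It also reports spermatid genes raised on a second set of arrays, from pooled RNA of slightly older mice. Neither the sections nor those arrays were analysed here. Litter and the exact timing of the first wave of spermatogenesis were not tested.

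ERK response genes and part of the receptor and cascade genes were lower, and technical candidates remain. Fewer stromal cells, which the enzymatic isolation is meant to remove, could not be told apart from an effect of genotype, since the fall of the stromal list had been seen before the test was chosen: without *Pdgfra* and *Pdgfrb* the stromal list had a median of -0.47, with 12 of 22 lowered (camera adjusted p = 0.000315; adjusted p = 0.424 with an estimated correlation). A weaker stress response to isolation may contribute. Stress genes off the ERK lists had a median of -0.25, with 8 of 24 lowered and 1 raised. Camera gave adjusted p = 0.00917, and adjusted p = 0.399 with an estimated correlation. Housekeeping genes had a similar median (-0.23), with 2 of 13 lowered, so a median of this size is not particular to stress genes. *Socs3* (-0.79) fell and kept its call with any 1 array left out. *Hmox1* (-0.73), *Ppp1r15a* (-0.37) and *Gadd45b* (-0.31) also fell, but each lost its call without some arrays. *Btg2* (-1.43) and *Cyr61* (-0.86) fell, but both can respond to ERK. Of heat shock genes *Hspd1* (-0.42) fell but lost its call without control replicate 2 (-0.31) or cKO replicate 2 (-0.40) or 3 (-0.40). *Dnaja1* (-0.36) fell but lost its call without control replicate 1 (-0.36), 2 (-0.32) or 3 (-0.38) or cKO replicate 3 (-0.26), and *Bag3* rose by 0.47. The other heat shock genes on the list did not pass. They lay between -0.20 (*Hsph1*) and 0.15 (*Hspa1b*), with *Hspa1a* at -0.15 and *Dnajb1* at 0.14. From transcripts alone, an effect of genotype on ERK signaling was not separated from these and stays open. The study's direct evidence is on protein. By western blot of mutant germ cells it reports a marked drop of phosphorylated relative to total ERK, and no significant change for AKT. It also reports that basigin raised ERK phosphorylation in hamster cells, but not in a mutant line without MGAT1. Those blots were not analysed here.

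Large changes of opposite sign sat side by side in gene families, such as *Zfp457* (-1.54) beside *Zfp458* (3.26), and *Serpina3n* (-2.62) beside *Serpina3g* (1.63). A strain difference at some places in the genome could give such neighbors, but 37 of 112 genes lowered at least 2-fold had a raised gene within 5 tested genes, against a median of 36 in 10000 random placements (one-sided permutation p = 0.459). Signal shared between paralogs was weighed by lowered neighbors of another name, of which there were 10 against a random median of 4 (one-sided permutation p = 0.107). Neither could be told apart from the other or from an effect of genotype, since both counts lay within the random range.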
